A study of Botrytis cinerea with 6 samples.

How the data were processed

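The series holds 6 RNA-seq libraries of the grey mould fungus Botrytis cinerea, strain B05.10, grown as mycelium in liquid medium. The DMSO group has 3 libraries, from cultures given that solvent, and the other 3 libraries are from cultures given the cyclodipeptide cyclo(Pro-Tyr). Per the labels' protocols, RNA was taken after 24 h at 28 °C with shaking at 150 rpm, stranded total RNA libraries were made, and single-end reads were collected on a NextSeq550 instrument.

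The authors deposited a table of raw read counts per gene, with 1 column per library and no normalization. The aligner, the counting program, the genome build, the annotation and the use of strand in counting are not given in the sources used here. How reads matching several genes or overlapping genes were treated is therefore unknown, and values of near-identical or overlapping genes carry that uncertainty. The table has 11698 genes, all named by locus tag. No row lacked a gene name, and 0 columns belonged to other samples. The columns are named as control or CDP with a replicate number. Control was read as DMSO and CDP as cyclo(Pro-Tyr), and the replicate number then gave the library. All 11698 locus tags matched the RefSeq gene list of assembly ASM14353v4, and 2626 of them have a symbol of their own there. That list was used for symbols and for which genes lie next to each other. Because the build behind the counts is not stated, no coordinates are given, and gene length and GC content were not used.

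Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with low counts were removed with edgeR's default expression filter by group, which kept 10751 genes and left out 947, of which 32 had no count in any library. Libraries were scaled by trimmed mean of M values (TMM). The main test was edgeR's quasi-likelihood test of cyclo(Pro-Tyr) against DMSO over all 6 libraries, without covariates and with Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05, and a second count required a fold change of at least 2. Standard errors of edgeR log2 fold changes were computed as the absolute log2 fold change divided by the square root of the F statistic. Values per library are CPM, read counts scaled to library size, after TMM scaling, and log2 CPM used a prior count of 2. Principal components and correlations between libraries were computed on log2 CPM of the tested genes.

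Gene families were fixed by gene symbol before the data were examined, as were the tests, the samples in each fit, the rule for naming genes and all alternatives other than the 3 given last here. The families were ribosomal proteins, respiratory chain and ATP synthase, proteasome, sterol synthesis, fatty acid, phospholipid and sphingolipid synthesis, cell wall polysaccharide synthesis, ABC transporters, MFS transporters, secondary metabolism, and heat shock proteins. A family needed 5 tested genes for a set test, which left out the heat shock proteins with 4 genes. The set test was camera with a preset correlation of 0.01 between genes, two-sided, adjusted over the 9 families. Of the 9 genes matched as MFS transporters, 8 carry 1 shared symbol in the RefSeq list. A family holds the genes whose symbol matches a pattern. It can miss genes without a symbol and include genes that share only the name. A family's value is the mean difference in log2 CPM over its genes. Same-direction neighbours among called genes were to be counted against 10000 permutations of the calls. With 3 libraries against 3, an exact permutation test of a single value cannot give a two-sided p below 0.1.

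Named genes were the 5 largest rises and the 5 largest falls among called genes at a mean log2 CPM of at least 2 with separated groups, the 2 genes of smallest p in each direction, the 2 genes of smallest p in each called family, and the longest run of neighbouring called genes. Since no gene was called, the first and the last part of the rule named none. Genes called by DESeq2, and the neighbours of some of them, are also named, and were chosen after their values were seen.

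The alternatives were DESeq2 size factors, library totals alone and upper-quartile factors in place of TMM, no filter on low counts, a filter of at least 50 counts in at least 3 libraries, thinning to the smallest library, the replicate number as a block, leaving out each library in turn, the DESeq2 Wald test, limma voom, a test against a 1.5-fold change, and fry or an estimated correlation in place of the preset one. Robust estimation in edgeR, its newer adjusted deviances and limma voom with sample weights were added after the data were seen.

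The tests were tested on simulated counts drawn from the means, library sizes and gene-wise spread of these 6 libraries, with 1 spread per gene for all libraries. For the comparison of cyclo(Pro-Tyr) with DMSO, with 200 of 10679 genes changed 4-fold, edgeR recovered 90.0% of them. With 200 of 10696 genes changed 2-fold it recovered 0%. With the spread of the 5 libraries other than cyclo(Pro-Tyr) replicate 1, 54.0% of 200 genes changed 2-fold among 10697 were recovered. A smaller number of changed genes was not simulated, so these shares do not apply to a response of few genes. In 20 simulated data sets of 10751 unchanged genes, edgeR made 0 calls in each, while DESeq2 made a median of 5.5 calls and up to 17.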

Results

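RNA-seq read counts were compared between mycelium of Botrytis cinerea exposed to cyclo(Pro-Tyr) at 0.25 mg/mL for 24 h and mycelium given DMSO, the solvent control. Cyclo(Pro-Tyr) is a cyclic dipeptide of proline and tyrosine. The comparison asks how the fungus changes its transcript levels under the compound, with membrane and metabolic responses named as the interest of the series. Each group had 3 libraries. The total count ranged from 17563672 in cyclo(Pro-Tyr) replicate 1 to 24730785 in DMSO replicate 1. Between 11364 and 11511 of the 11698 genes had at least 1 count in a library. No pair of libraries was identical. The closest pair, DMSO replicates 1 and 2, still had a chi-square per degree of freedom of 9.64 over genes, above counting noise alone. Each library was counted as a separate replicate, as labelled, although this value cannot show that the cultures were separate.

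Libraries of the same group were not closer to each other than libraries of different groups. Across the tested genes, which are not independent replicates, Pearson's r of log2 CPM ranged from 0.978 to 0.993 within DMSO, from 0.913 to 0.981 within cyclo(Pro-Tyr), and from 0.907 to 0.990 between the groups. Cyclo(Pro-Tyr) replicate 1 had the lowest mean correlation with the other libraries, at 0.922, whereas the other 5 libraries lay between 0.969 and 0.974. In that library 3462 of the 10751 tested genes were at least 2-fold away from the median of the other 5 libraries, 1722 of them higher and 1740 lower. The same count was between 209 and 310 in the other libraries. Its 10 most abundant genes took 18.6% of its counts, against 8.73% to 12.0% elsewhere, and its TMM factor was 0.732, against 0.957 to 1.13.

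**Figure D1:**
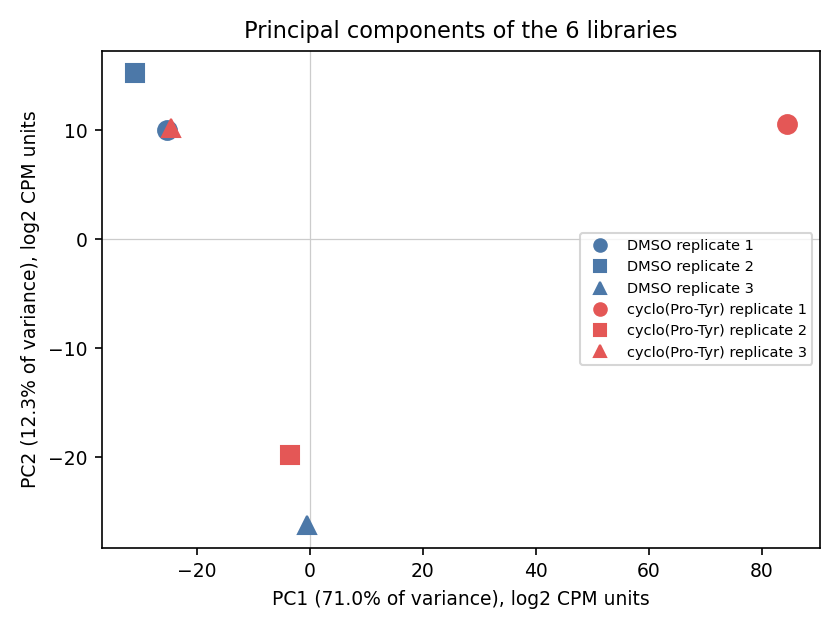
First and second principal components of log2 CPM for the 6 libraries, in log2 CPM units, with colour for the group and marker shape for the replicate. The first component holds 71.0% of the variance and separates cyclo(Pro-Tyr) replicate 1 at 84.5 from the other libraries, which lie between -30.9 and -0.51, and the second holds 12.3% and places DMSO replicate 3 beside cyclo(Pro-Tyr) replicate 2.

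The first component held 71.0% of the variance and did not separate the groups. The second component, with 12.3%, placed DMSO replicate 3 at -26.2 and cyclo(Pro-Tyr) replicate 2 at -19.7, while the other 4 libraries had positive values of up to 15.2. The biological coefficient of variation, edgeR's common estimate of the spread within groups, was 31.6% over all 6 libraries. It was 20.3% without cyclo(Pro-Tyr) replicate 1 and between 29.6% and 35.4% when any other library was left out.

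No gene differed between cyclo(Pro-Tyr) and DMSO in edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05. The count was 0 higher and 0 lower among 10751 genes, with and without the 2-fold criterion, and the lowest adjusted p was 0.851. At an unadjusted p under 0.05 there were 266 genes, 211 higher and 55 lower, which is 2.47% of the genes tested where chance alone gives 5%. That count was 96 without DMSO replicate 1, 89 without DMSO replicate 2, 425 without cyclo(Pro-Tyr) replicate 2 and 1029 without cyclo(Pro-Tyr) replicate 3. By size alone, 331 genes had a fitted log2 fold change of at least 1 and 24 had one of at most -1. The 3 values of one group lay wholly above those of the other for 838 genes, or 7.79%, where chance gives 10%. The choice of test moved the count most. DESeq2 called 10 genes higher and 1 lower, and limma voom called 0 genes. Limma voom with sample weights, a test chosen after the data were seen, called 20 higher and 2 lower. With edgeR 0 genes were called without each library in turn, and the lowest adjusted p of these fits was 0.271, without cyclo(Pro-Tyr) replicate 3. It was 0.477 without cyclo(Pro-Tyr) replicate 1. On simulated counts with the spread of these 6 libraries, 2-fold changes were not detectable by edgeR, so differences of that size are not excluded. The simulations changed many genes at once, so larger changes confined to few genes are not excluded either. With no called gene, there were 0 neighbouring pairs of called genes, and the permutation test of neighbours had nothing to test.

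The gene of smallest p among those higher under cyclo(Pro-Tyr) was BCIN_06g00520, which has no symbol. It had 13.0 ± 3.72 CPM (SD, n = 3) in DMSO and 48.3 ± 7.45 CPM (SD, n = 3) in cyclo(Pro-Tyr), from raw counts of 205 to 1429 per library. Its log2 fold change was 1.90 with a standard error of 0.28, and its edgeR adjusted p was 0.851. The lowest cyclo(Pro-Tyr) value was 2.32 times the highest DMSO value, so the difference exceeded the spread between replicates although it failed the correction over all genes. BCIN_04g05020 rose from 9.26 ± 1.09 CPM to 30.6 ± 8.50 CPM (SD, n = 3 each), a log2 fold change of 1.72 with a standard error of 0.27. Among genes that were lower, BCIN_10g00330 had 60.5 ± 5.93 CPM in DMSO and 28.6 ± 6.33 CPM in cyclo(Pro-Tyr) (SD, n = 3 each), a log2 fold change of -1.08 with a standard error of 0.25. BCIN_08g04970 had 158.6 ± 50.9 CPM in DMSO and 74.2 ± 12.4 CPM in cyclo(Pro-Tyr) (SD, n = 3 each), a log2 fold change of -1.10 with a standard error of 0.29. All 4 genes shared the edgeR adjusted p of 0.851. Each had separated groups and an exact two-sided permutation p of 0.1, the smallest that 3 against 3 libraries allow. DESeq2 called BCIN_06g00520, BCIN_04g05020 and BCIN_10g00330, with adjusted p of 5.47e-06, 7.26e-05 and 0.0496, and not BCIN_08g04970, at 0.226. Over the alternatives other than the test against a 1.5-fold change, the adjusted p of BCIN_06g00520 ranged from 5.47e-06 with DESeq2 to 0.9997 with edgeR without DMSO replicate 2.

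**Figure D2:**
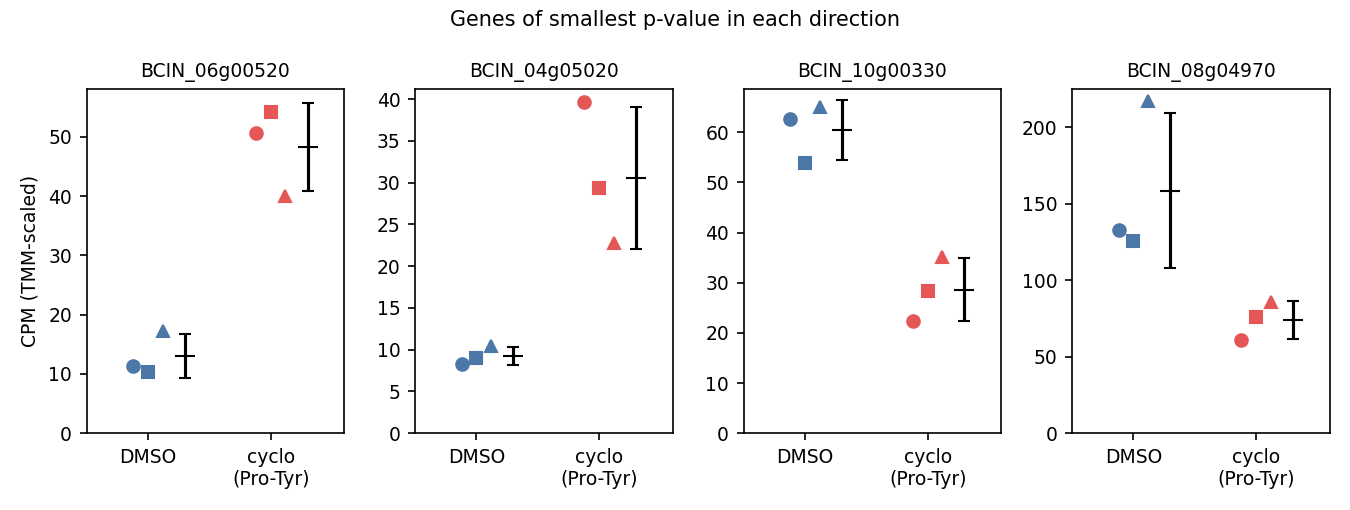
CPM after TMM scaling of the 2 genes of smallest p in each direction, with 1 marker per library (circle, square and triangle for replicates 1, 2 and 3), and the mean ± SD of each group as a bar beside the markers. In each panel the 3 cyclo(Pro-Tyr) libraries lie on one side of the 3 DMSO libraries, as for BCIN_06g00520 at 39.9 to 54.2 against 10.3 to 17.2 CPM.

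The other 8 genes called by DESeq2 were all higher under cyclo(Pro-Tyr), and were chosen after their values were seen. BCIN_02g05630, BCIN_16g03990, BCIN_12g03040 and Bcap6 (BCIN_02g07310) had separated groups, with DESeq2 log2 fold changes between 1.30 and 1.69. Their lowest cyclo(Pro-Tyr) value was 1.84 to 2.07 times their highest DMSO value. BCIN_11g02640 and BCIN_11g02660 also had separated groups, with lower ratios of 1.14 and 1.34. These 2 genes, Bcpsd (BCIN_01g10150) and BCIN_11g02630 had larger DESeq2 log2 fold changes, between 2.88 and 3.56, and far wider spread. Bcpsd had 2.97 ± 1.19 CPM in DMSO and 35.5 ± 36.2 CPM in cyclo(Pro-Tyr) (SD, n = 3 each), because the 3 treated libraries had 74.7, 28.4 and 3.27 CPM. In 18 of 20 simulated data sets without any change DESeq2 made at least 1 call, and 1 of the 20 had at least 11, the number called here. The lowest adjusted p in those unchanged sets was 3.05e-08, below that of every gene DESeq2 called in the deposited counts. That value is the lowest over 20 sets, so it does not tell how often 1 unchanged set would reach it. The simulated sets held 10751 genes, whereas the DESeq2 fit to the deposited counts covered 11665, so neither comparison is on equal gene sets.

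Among the 9 gene families tested, 2 passed an adjusted p under 0.05 with camera. The 16 ribosomal protein genes were higher by 0.30 in mean log2 CPM (camera adjusted p 0.0146), all 16 in that direction. The 34 genes of the respiratory chain and ATP synthase were higher by 0.19 (camera adjusted p 0.0437), 27 of them in that direction. Neither held under fry, with adjusted p of 0.685 for both, or with the correlation estimated from the data, with adjusted p of 0.675 for both. That estimate was 0.908 for the ribosomal proteins and 0.356 for the respiratory genes, far above the preset 0.01. Relative to the DMSO mean, the ribosomal protein family was at 0.94, -0.24 and 0.21 in cyclo(Pro-Tyr) replicates 1, 2 and 3, a mean of 0.30 ± 0.60 (SD, n = 3) against a DMSO SD of 0.050 (exact two-sided permutation p 0.6). The respiratory family was at 0.19 ± 0.39 (SD, n = 3) against a DMSO SD of 0.10 (exact two-sided permutation p 0.7). Without cyclo(Pro-Tyr) replicate 1 the mean differences were -0.0084 and -0.022, and neither call held. The calls were also lost without DMSO replicate 3 (adjusted p 0.119 and 0.0755) and without cyclo(Pro-Tyr) replicate 3 (adjusted p 0.0788 for both), and the respiratory call without DMSO replicate 1 (adjusted p 0.111). Without cyclo(Pro-Tyr) replicate 2 the adjusted p values were lowest, at 1.08e-06 and 0.000565. By the naming rule, the family members of smallest p were Bcrps15, Bcrps3, Bccox10 and Bcatp17, with log2 fold changes of 0.63, 0.74, 0.75 and 0.62 and an edgeR adjusted p of 0.851 each. In none of these 4 genes were the groups separated.

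The fatty acid, phospholipid and sphingolipid family was higher by 0.45 ± 0.31 (SD of the cyclo(Pro-Tyr) libraries, n = 3) over 10 genes, and the secondary metabolism family was lower, at -0.096 ± 0.023 (SD, n = 3) over 57 genes. The DMSO libraries had an SD of 0.046 and 0.071 in these families. In both, the 3 cyclo(Pro-Tyr) libraries lay on one side of the 3 DMSO libraries, with an exact two-sided permutation p of 0.1 and a camera adjusted p of 0.0753. In secondary metabolism 27 genes were higher and 30 lower. The lipid value owed much to Bcpsd, and the mean over the other 9 genes was 0.20, with 6 of the 9 higher. Camera gave these 9 genes an unadjusted p of 0.126. Without cyclo(Pro-Tyr) replicate 1, camera gave an adjusted p of 0.0375 for the lipid family, at 0.28, for secondary metabolism, at -0.080, and for sterol synthesis, at -0.13. Under fry on the same 5 libraries none of the 3 passed, with adjusted p of 0.338, 0.537 and 0.613. Without DMSO replicate 2, camera also passed the lipid and secondary metabolism families, at an adjusted p of 0.0434 for both. The fits without a library kept Bcpsd in the lipid family. The mean differences of the other families were -0.13 for the proteasome, -0.070 for sterol synthesis, -0.093 for cell wall polysaccharide synthesis, 0.027 for ABC transporters and 0.074 for MFS transporters, with camera adjusted p between 0.114 and 0.842. For the ABC transporters camera's direction was lower while the mean and the median were higher, so no direction is given for them. Library totals alone lowered each of the 9 families by 0.11, which put the ABC and MFS families at -0.085 and -0.038. Without cyclo(Pro-Tyr) replicate 1 the proteasome was at -0.020, cell wall synthesis at 0.066, the ABC transporters at 0.16 and the MFS transporters at -0.061. The heat shock family, with 4 genes and no set test, differed by 0.19 ± 0.22 (SD of the cyclo(Pro-Tyr) libraries, n = 3; exact two-sided permutation p 0.4). Of the 201 tested genes in these families, 0 passed an edgeR adjusted p under 0.05 over all genes tested and 0 when adjusted over the list alone, and 8 had an unadjusted p under 0.05.

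**Figure D3:**
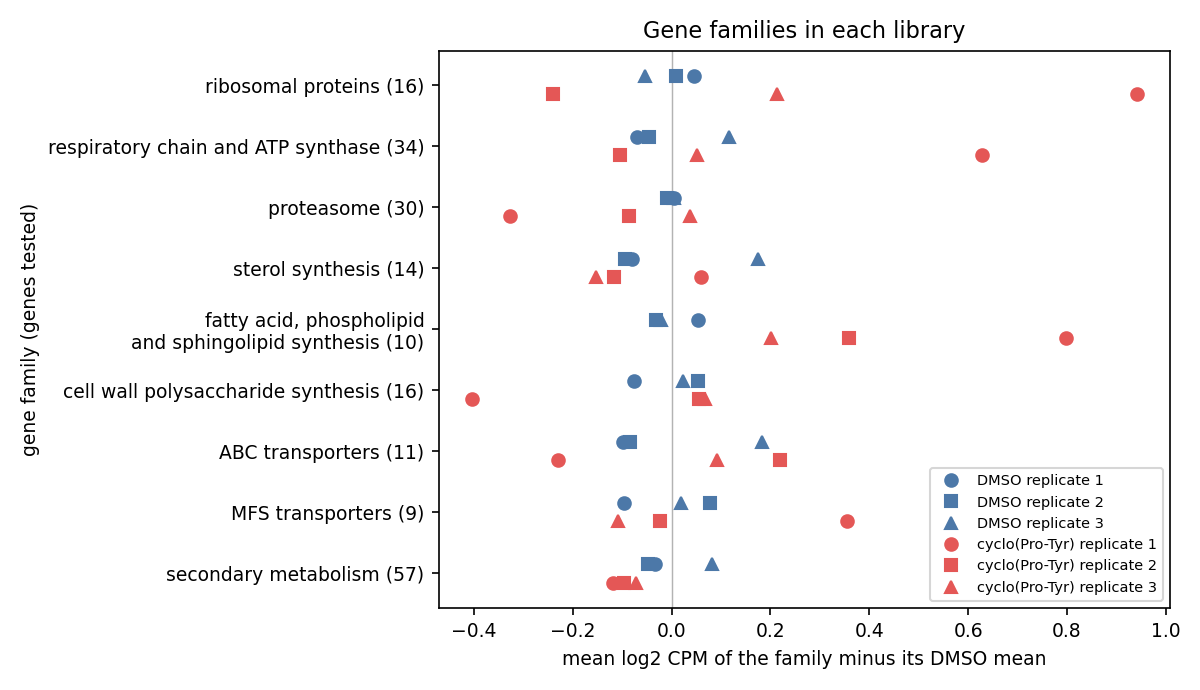
Mean log2 CPM of each tested family in each library minus the family's mean over the DMSO libraries, with the number of genes tested in brackets, colour for the group and marker shape for the replicate. Cyclo(Pro-Tyr) replicate 1 lies apart in several families, at 0.94 for the ribosomal proteins, while the 3 cyclo(Pro-Tyr) libraries lie on one side of DMSO for the lipid and secondary metabolism families.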

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

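The 3 tests added after the data were seen were robust estimation in edgeR, its newer adjusted deviances, and limma voom with sample weights. Of the 18 alternatives for the count of changed genes, 16 gave 0 genes, including every other scaling, both filters, thinning, the replicate block, leaving out each library, limma voom and 2 of the added tests. A test against a 1.5-fold change also gave 0. DESeq2 called 10 genes higher and 1 lower, all past 2-fold, with 1 neighbouring pair (one-sided permutation p 0.0093), and 406 genes at an unadjusted p under 0.05. Limma voom with sample weights, which gave cyclo(Pro-Tyr) replicate 1 a weight of 0.106 and DMSO replicate 1 a weight of 4.18, called 20 higher and 2 lower, of which 20 and 1 passed 2-fold, with 1 neighbouring pair (one-sided permutation p 0.0326) and 1501 genes at an unadjusted p under 0.05. DESeq2 and the weighted test shared 7 genes, namely BCIN_02g05630, BCIN_02g07310, BCIN_04g05020, BCIN_06g00520, BCIN_10g00330, BCIN_12g03040 and BCIN_16g03990. The cause of the difference between tests was not tested. In the 20 simulated data sets of unchanged genes, limma voom made 0 calls in each, both with and without sample weights. The simulated counts held no library as far from the others as cyclo(Pro-Tyr) replicate 1, so false calls of the weighted test under such unequal weights were not measured.

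With edgeR, the number of genes at an unadjusted p under 0.05 also depended on the libraries used. It ranged from 89 without DMSO replicate 2 to 1029 without cyclo(Pro-Tyr) replicate 3, and was 96 without DMSO replicate 1, 425 without cyclo(Pro-Tyr) replicate 2 and 244 without cyclo(Pro-Tyr) replicate 1. The replicate numbers did not pair the libraries, since the deviations of same-numbered libraries correlated at -0.23, 0.072 and -0.49 over genes. With the replicate block, which leaves fewer degrees of freedom, 0 genes were called, 136 had an unadjusted p under 0.05, and the respiratory family, at 0.19, had a camera adjusted p of 0.0538.

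Family calls depended on the test and on single libraries. The ribosomal value of 0.30 and the respiratory value of 0.19 lost their calls under fry and under the estimated correlation, and the respiratory one, at 0.19, also without the low-count filter (adjusted p 0.0632). With library totals alone, the lipid family passed at 0.34 (adjusted p 0.0473), and the ABC and MFS transporters turned to -0.085 and -0.038. That scaling lowered each of the 9 families by 0.11 and set the median of all genes at -0.072, against 0.015 with TMM, so these turns follow from the common shift. The cause of the lost respiratory call without the filter was not tested. Leaving out 1 library gave ranges of -0.0084 to 0.58 for the ribosomal proteins, -0.022 to 0.34 for the respiratory genes, -0.21 to -0.020 for the proteasome, 0.28 to 0.58 for the lipid family, -0.12 to -0.052 for secondary metabolism, -0.13 to 0.020 for sterol synthesis, -0.17 to 0.066 for cell wall synthesis, -0.069 to 0.16 for ABC transporters and -0.061 to 0.17 for MFS transporters. Without cyclo(Pro-Tyr) replicate 1 the signs of the ribosomal, respiratory, MFS and cell wall families changed, and that of sterol synthesis changed without DMSO replicate 3. The ABC family was negative without DMSO replicates 1 or 2 and without cyclo(Pro-Tyr) replicates 2 or 3.

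Of 358 values of the 20 named genes under alternatives, 337 kept their direction and their side of the threshold, 18 were called in addition, and 3 changed sign. The changes of sign were Bcrps3 at -0.030 without cyclo(Pro-Tyr) replicate 1, in a range up to 1.08, and, with sample weights, Bcrps3 at -0.22 and Bcrps15 at -0.019. A further 2 genes had no value under the stricter filter, which removed them.

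Thinning to the smallest library changed little, with 251 genes at an unadjusted p under 0.05 against 266, and 0 calls. On simulated counts of the same depth, edgeR recovered 54.0% of 2-fold changes with the spread of the libraries other than cyclo(Pro-Tyr) replicate 1. With the spread of all 6 it recovered 0%, so spread limited the recovery of 2-fold changes in the simulation. In the deposited counts, leaving out that library lowered the biological coefficient of variation from 31.6% to 20.3%. EdgeR still called 0 genes, with 244 at an unadjusted p under 0.05, although that fit also has fewer libraries. Depth was only lowered, never raised. Whether spread, depth or a lack of change limited the calls was therefore not shown.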

Other observations

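The tests on the 10 splits for the counts of genes and families, on depth, abundant genes, low counts, neighbouring genes, the split without cyclo(Pro-Tyr) replicate 1 and the scaling of separated genes were set before their results were seen; the tests on separated genes over splits, exchanged labels, the shared axis, the families carried by 1 library and the run of neighbouring genes were chosen after.

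Cyclo(Pro-Tyr) replicate 1 stood apart in 3462 genes, and 269 were at least 4-fold higher and 200 at least 4-fold lower than the median of the other libraries. The tables argue against several technical explanations as the whole cause. After all libraries were thinned to equal totals, 3388 genes were still 2-fold away, against at most 286 in any other library, so lower depth is not enough. Without the 10 most abundant genes of each library, 20 genes in all, the number was 3445 against at most 308. Among genes with a mean of at least 500 counts, 34.2% were 2-fold away, against at most 1.75% in any other library, so noise in low counts is not enough either. Its deviation correlated at 0.16 between neighbouring genes, above the highest of 10000 permutations at 0.037, which random error gene by gene does not give; the other libraries had values of 0.17 to 0.24. Error confined to that library is argued against by an absolute correlation of 0.42 over genes (Spearman's rho 0.43) between its deviation from the other cyclo(Pro-Tyr) libraries and the main axis of difference among the DMSO libraries, which do not share a library with it. A GC or length bias that varies between libraries, another stage of growth, a mixed culture and a wrong label remain open and were not tested, and so does a stronger response to the compound in that culture.

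A second pattern cuts across the groups. Of the 10 splits of the 6 libraries into 3 and 3, all 10 gave at least as many calls as the labels, which gave 0, so that count tests nothing. For the others, 3 gave at least the 266 genes at an unadjusted p under 0.05, and 6 gave at least 2 called families. Chance cannot be excluded for either of these, and 10 splits could not give a share under 0.05 in any case. The split that puts cyclo(Pro-Tyr) replicate 3 with DMSO replicates 1 and 2, and DMSO replicate 3 with the other treated libraries, gave 23 calls and 1906 genes at an unadjusted p under 0.05. It was the one split with any call. It does not rest on cyclo(Pro-Tyr) replicate 1 alone. Without that library, the split of DMSO replicate 3 and cyclo(Pro-Tyr) replicate 2 against the other 3 gave 632 calls, while the other 9 splits, the labelled one included, gave 0. Over genes, the difference between DMSO replicates 2 and 3 correlated at -0.41 with that between cyclo(Pro-Tyr) replicates 2 and 3, and the 9 such correlations between a DMSO pair and a treated pair ranged from -0.48 to 0.23. A candidate explanation is a shared factor such as a batch, a day of harvest or a stage of growth, which the labels do not record. Exchanged labels of DMSO replicate 3 and cyclo(Pro-Tyr) replicate 3 cannot be told apart from it here, because the labels separated 25 genes by at least 1.5-fold and the 8 remaining splits separated up to 19, too small a gap to decide. The split that exchanges these 2 labels separated 217 genes by at least 1.5-fold.

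The genes with separated groups may hold what response there is. With TMM scaling, 24 genes were at least 1.5-fold higher and 1 was at least 1.5-fold lower in each cyclo(Pro-Tyr) library than in each DMSO library, and 4 genes were at least 2-fold apart. Of the 24 higher genes, 17 stayed apart under all 4 scalings, so the scaling of cyclo(Pro-Tyr) replicate 1 is not the whole cause for these. The lower gene, BCIN_10g00330, did not stay 1.5-fold apart with library totals alone. The labels had as many separated genes as, or more than, 8 of the other 9 splits. The remaining split, DMSO replicates 1 and 2 with cyclo(Pro-Tyr) replicate 3 against the rest, had far more. It separated 217 genes at 1.5-fold and 62 at 2-fold. Counting the labels themselves, 2 of 10 splits reached 25 genes at 1.5-fold and 2 of 10 reached 4 genes at 2-fold, so chance cannot be excluded. Several of the 24 have low counts, such as BCIN_01g03100 with a mean of 17 and BCIN_05g06210 with a mean of 10. The better measured ones include BCIN_06g00520, BCIN_04g05020, BCIN_12g03040, BCIN_02g05630, BCIN_16g03990 and Bcap6, with mean counts from 179.5 to 658.5. They are candidates for a measurement in further cultures, chosen after their values were seen.

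The higher respiratory chain and ATP synthase family may be a feature of 1 library rather than of the treatment. Its mean log2 difference was -0.022 without cyclo(Pro-Tyr) replicate 1, and replicates 2 and 3, at -0.10 and 0.051, were not above the highest DMSO library, at 0.12. For the ribosomal proteins this stays open. The mean of -0.0084 without cyclo(Pro-Tyr) replicate 1 averages -0.24 in replicate 2 and 0.21 in replicate 3, which lie on opposite sides of the DMSO libraries, at -0.054 to 0.045.

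A run of 7 neighbouring genes in the annotation, BCIN_11g02630 to BCIN_11g02690, with Bcnrps8 (BCIN_11g02650) among them, was higher in cyclo(Pro-Tyr) replicates 1 and 2 and near the DMSO level in replicate 3. In replicate 1 their CPM was 4.46 to 18.9 times the highest DMSO value, in replicate 2 it was 2.83 to 5.92 times, and in replicate 3 it was 0.626 to 1.34 times. The genes on either side were closer to DMSO, with ratios of 1.51 for Bchol1 and 2.43 for Bcpks4 in replicate 1. Independent placement of the genes of smallest p is argued against by a search of the whole annotation, repeated in each permutation. The longest run of same-direction neighbours among the 100 genes of smallest p was 7, this run, and the longest in 10000 permutations was 3 (one-sided permutation p 0.0001, the smallest they can give). The run supplied 6 of the 11 same-direction pairs among those genes, and the other 5 compare with 0.508 in permuted genes (one-sided permutation p 0.0002). Neighbours correlated in every library, so this does not single out the treatment. The deviation of cyclo(Pro-Tyr) replicate 1 alone is argued against by the lowest ratio of 2.83 in replicate 2. The search was repeated on replicate 2 against DMSO alone, leaving out replicate 1. The 100 genes highest there included all 7, again the longest run, against at most 3 in permuted genes (one-sided permutation p 0.0001, the smallest they can give). The run had been chosen partly for its values in replicate 2, so this search does not remove that selection. It shows only that the run does not need replicate 1. The permutation treated neighbours as independent, and no DMSO library was searched in this way. Without replicate 1 the log2 fold changes of the 7 genes were 1.25 to 2.19, with an edgeR adjusted p of 0.9999 each. DMSO replicate 3, which resembles cyclo(Pro-Tyr) replicate 2 in other genes, had BCIN_11g02670 at 30.4 CPM, against 95.3 CPM in cyclo(Pro-Tyr) replicate 2. A hypothesis is that these neighbours were raised together in 2 of the 3 treated cultures, which may reflect the compound, a variable exposure or a culture effect. Reads shared between overlapping neighbours were not tested and remain open. In edgeR's test over all 6 libraries each of the 7 genes had an adjusted p of 0.851. The run was chosen after its values were seen.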
